A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

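Tail DNA of 9 mice from 1 family was compared with the DNA of the same reference male on a custom two-colour array for comparative genomic hybridization (CGH), a method in which 2 DNA samples carrying different dyes bind to the same probes and the ratio of their brightness gives the relative copy number. The family held 1 sire, 1 dam and 7 F1 mice. Each mouse was hybridized on 2 arrays with the dyes exchanged, which gave 18 arrays. The array was the second of a pair of screening steps, and its probes were placed densely around positions chosen from a first array, which was not analysed here.

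Per the file headers, the arrays were read with Agilent Feature Extraction 10.7.1.1, which subtracted the background, removed spatial trends and applied a linear dye normalization within each array. The authors deposited for every spot the log10 ratio of Cy5 over Cy3 signal. The deposited processed and median signals are spot intensity values on a linear scale, and flags mark outlier, saturated and dim spots. The authors also deposited a series table of log2 ratios, written as reference over mouse, which matched the scanner ratios to within 5.00e-07 log2 units on every array after its sign was turned. All of its sample columns were used. The probe positions follow the mouse build mm9. The headers of both arrays of 20mGyX7 gave no build, but their probe list was identical to that of the other arrays. The genome given for this work was of another build, so positions are printed in mm9 only and no gene annotation was attached to them.

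The log10 ratios were put on the log2 scale and turned to mouse over reference from the dyes in the labels. Outlier-marked spots were left out, the spots of a probe were averaged, and each array was centred on its autosomal median. No loess or quantile step was applied. A probe was positive in a mouse when both of its arrays passed 0.5 in size with the same sign. A region held at least 2 positive probes of one sign, each within 3 autosomal probes and 10 kb of the next. A region of an F1 mouse was de novo when none of its positive probes was positive with the same sign in the sire or the dam. Values per mouse are the mean of its 2 arrays, since a dye swap is a technical repeat.

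Deletions and gains per F1 mouse were compared with an exact two-sided sign-flip test. Each named region was tested with an exact permutation test of 1 carrier against 8 mice, which cannot give p below 0.111, and the carrier was ranked among 10000 random windows of as many consecutive autosomal probes. Regions of at least 5 positive probes called in exactly 1 parent were tested for transmission to the F1 mice with an exact two-sided binomial test and Benjamini-Hochberg adjustment. Probes were compared between F1 mice and parents, and between the family and the reference, with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment at 0.05, over the 100110 autosomal probes with a value in every mouse. Mismatched dye-swap pairs, the Cy5 array of one F1 mouse with the Cy3 array of another, served as a background. F1 mice were not grouped by sex-linked signal or by any other measured value.

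Regions were named by a rule fixed before the data were examined, as were the tests and most alternatives. The rule took every de novo region of at least 5 positive probes, de novo deletions on the chromosome where the study lists one for that mouse, and the 3 regions with the most positive probes among those called in a parent or the family. Fragments within 50 kb of each other were joined for description, a step chosen after the data were seen. The alternatives changed the threshold, the probe minimum, the gap, the centring, the background correction, the source of the ratios, the filters on dim and outlier spots, the dye-swap rule, the parental rule, the slide and the replicates. Normexp with an offset of 50 had been planned on mean signals. The median signals of spots and background were used instead. Removal of the first principal component across mice, scan batch as a fixed block and the joining of regions were added after the data were seen.

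Deletions of -1 log2 units were added to the arrays of the F1 mice at random positions with no positive probe of any mouse nearby. Of 700 planted deletions of 2 probes, 96.6% were recovered among 100390 autosomal probes, as were 99.9% of those of 3 probes and 100% of those of 5 probes. Every planted probe took the full shift. The called deletions of at least 5 probes averaged -0.76, -0.83 and -0.74 over all probes spanned. Of those probes, 152 of 208, 40 of 48 and 5 of 7 were positive. Recovery of real deletions, above all of 2 probes, may thus be lower. In simulated values for 100110 probes, limma recovered 96% of 200 probes shifted by 1 log2 unit between F1 mice and parents and called 11 unshifted probes. The same test of the family against the reference recovered 99.5% and called 10 unshifted probes. The simulated values were drawn independently for each mouse. In the real values the correlation within a slide was 0.498 for F1 mice against parents, and the parents shared a slide. The power and the false calls in the real data may therefore differ from these. The number of arrays limits the precision. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.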

Results

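The copy number of autosomal loci was measured by array CGH in the family 20mGyX, from a series on the offspring of male mice kept under gamma-rays at 20 mGy/day for 400 days. The mice were of the inbred strain C57BL/6J/Nrs. The family held the sire 20mGyXM, the dam 20mGyXF and 7 F1 mice, 20mGyX1 to 20mGyX7. The study lists mice of this family in its irradiated group and its methods state that exposed males were bred to unexposed females, while the series design text calls this sire non-irradiated. No unexposed family was analysed here, so no effect of radiation was tested.

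Each array carried 104477 spots of 100441 probes, of which 100390 were autosomal, 48 X-linked and 3 Y-linked. The median distance between neighbouring autosomal probes was 89 bp. The share of spots well above background in both channels ranged from 98.7% to 99.6% over the 18 arrays, and no spot was saturated. The median SD between repeated spots of a probe ranged from 0.0555 to 0.0965 log2 units. The arrays lay on 5 slides and in 3 scan batches. The sire and the dam shared slide 1, which held no F1 mouse, and were scanned in one batch with 20mGyX1 and 20mGyX2. Between the 2 arrays of a mouse, Pearson's r across autosomal probes, which are not independent replicates, ranged from -0.41 in 20mGyX1 to 0.40 in 20mGyX4.

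The sex-linked probes were read first, as a check of the sire and dam labels. The median X-linked log2 ratio was 0.98 in the dam and 0.00386 in the sire, a difference of 0.98. The median Y-linked log2 ratio was -2.30 in the dam and 0.04 in the sire, a difference of -2.35. These differences rest on 1 mouse each and were not tested. Of the 3 Y-linked probes, 1 was well above background on all arrays. A probe that falls to the background fails this filter, so the filter does not test the size of the Y-linked difference. Among the F1 mice, the X-linked median was 0.0222 in 20mGyX1, 0.91 in 20mGyX2, 0.87 in 20mGyX3, 0.89 in 20mGyX4, 0.98 in 20mGyX5, 0.94 in 20mGyX6 and 0.92 in 20mGyX7.

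To find changes present in the offspring and absent from both parents, de novo regions were called in each F1 mouse. A total of 25 de novo deletion regions was called, 8 in 20mGyX1, 3 in 20mGyX2, 1 in 20mGyX3, 4 in 20mGyX4, 3 in 20mGyX5, 4 in 20mGyX6 and 2 in 20mGyX7. The alternative that moved this count most, the use of the Cy5 array alone, gave 822. De novo gain regions numbered 15, with 1 in 20mGyX1, 1 in 20mGyX2, 1 in 20mGyX3, 0 in 20mGyX4, 1 in 20mGyX5, 8 in 20mGyX6 and 3 in 20mGyX7. Deletions outnumbered gains by 1.43 ± 3.55 regions per mouse (SD, n = 7), in 4 of 7 mice, and this difference did not pass the exact two-sided sign-flip test (p = 0.375). Its sign changed under 5 alternatives. Fragments of a deletion were counted separately here. With regions within 50 kb joined, the difference was 1.29 regions per mouse (exact two-sided sign-flip test, p = 0.0625).

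As a background, 42 mismatched dye-swap pairs of F1 mice gave 0.643 ± 0.906 deletion regions per pair (SD), against 3.57 ± 2.23 per F1 mouse (SD, n = 7) in the true pairs. No mismatched pair gave a deletion of at least 5 positive probes, while the true pairs gave 9. These 9 lay in 3 mice and include fragments of the same deletion, so they are not separate events. Joining regions within 50 kb brought the 25 deletion regions of the true pairs to 17. None of the de novo gains had 5 or more positive probes, and 13 of the 15 lay in a chromosome 4 block described further on, where both parents had ratios between 0.41 and 0.59. The mismatched pairs gave 10.1 ± 8.88 gain regions per pair, against 2.14 ± 2.73 in the true pairs, but 423 of their 426 regions lay in that block, a gain carried by all mice at differing levels, so they are no background for gains there. Outside the block the mismatched pairs gave 0.0714 ± 0.342 gain regions per pair and the true pairs 0.286 ± 0.488 per mouse, which rests on 2 regions and was not tested. This division by the block was made after the data were seen. Of the deletion regions, 16 were private to 1 of the 9 mice, as was 1 gain region.

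The de novo deletions of at least 5 positive probes lay in 3 mice and formed 3 loci once fragments within 50 kb were joined. In 20mGyX1 the positive probes ran from position 93257855 to 93286362 on chromosome 12 (mm9), a span of 28507 bp with 152 positive probes in 8 fragments. The log2 ratio over these probes was -0.88 ± 0.14 (SD over probes). The other mice were at 0.000965 ± 0.03 (SD, n = 8), with 0.01 in the sire and 0.04 in the dam. In 20mGyX2 the positive probes ran from 113313071 to 113319036 on chromosome 14, a span of 5965 bp with 40 positive probes in 2 fragments. The ratio was -0.93 ± 0.15 (SD over probes) against 0.02 ± 0.06 in the other mice (SD, n = 8). In 20mGyX7 the positive probes ran from 21090113 to 21090845 on chromosome 4, a span of 732 bp with 5 positive probes. The ratio was -0.92 ± 0.08 (SD over probes) against -0.03 ± 0.06 in the other mice (SD, n = 8).

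One smaller deletion was named because the study lists one on that chromosome for that mouse. In 20mGyX5, 2 positive probes lay between 82591737 and 82591928 on chromosome 12, a span of 191 bp. Their ratio was -1.05 ± 0.24 (SD over probes) against 0.00185 ± 0.06 in the other mice (SD, n = 8). Positive probes are selected for a low ratio. Over all probes spanned, the ratio was -0.76 in 20mGyX1, -0.83 in 20mGyX2, -0.74 in 20mGyX7 and -1.05 in 20mGyX5.

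At each of these 4 deletions the carrier lay farther from the rest than any other mouse, and the exact permutation test gave the smallest p that 1 carrier of 9 mice allows (p = 0.111). At every locus the difference was larger than the SD of the other mice. Among 10000 random windows of as many probes in the same mouse, 0 were as low in 20mGyX1, 15 in 20mGyX2, 18 in 20mGyX7 and 18 in 20mGyX5. The windows were drawn from all autosomal probes, the called regions included. One of these, the chromosome 3 block described further on, had medians of -1.91 in 20mGyX2, -1.99 in 20mGyX5 and -1.94 in 20mGyX7. In 20mGyX1 its median was 0.0104. It can thus supply low windows in the other carriers but not in 20mGyX1. How many of the counted windows lay in it was not examined, so the counts are no chance rates and do not rank the carriers. Normexp moved the difference between carrier and other mice most at all 4 loci, to -0.76, -0.75, -0.62 and -0.59 in 20mGyX1, 20mGyX2, 20mGyX7 and 20mGyX5.

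**Figure D1:**
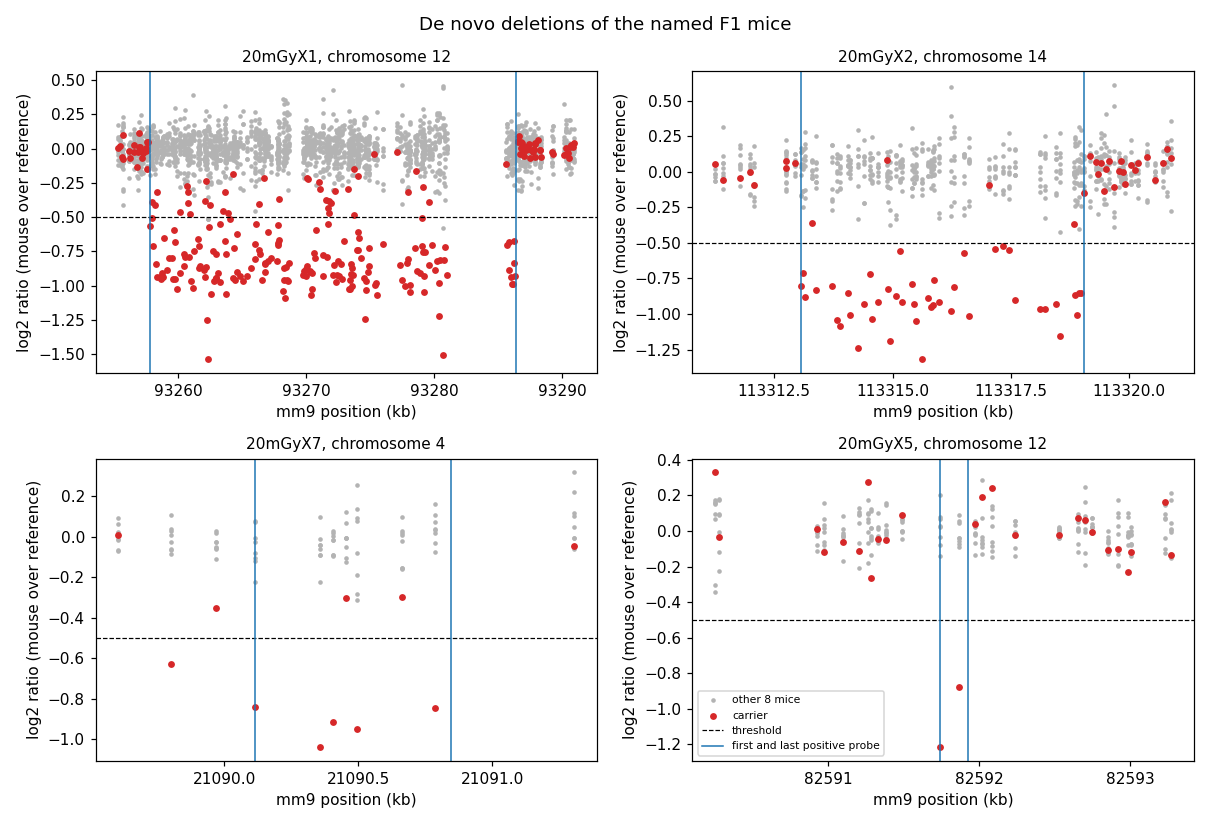
Log2 ratio (mouse over reference, mean of 2 arrays) of each probe against its mm9 position in kb at the 4 named deletions, with the carrier in red, the other 8 mice in grey, the threshold of -0.5 as a dashed line and the first and last positive probe as vertical lines. The carriers drop to means of -0.88, -0.93, -0.92 and -1.05 over the positive probes, while the means of the other mice stay between -0.12 and 0.10.

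The remaining 13 small deletion regions, of 2 to 4 positive probes and outside these 4 deletions, lay at loci where the other mice also varied. Their carriers had ratios from -1.02 to -0.60. The SD of the other 8 mice at these loci ranged from 0.17 to 0.41, with a median of 0.27, and in 8 of the 13 another F1 mouse had a mean past the threshold.

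The region with the most positive probes was a gain on chromosome 4 from 101109089 to 101270967 (mm9), which was called in both parents and all 7 F1 mice and held 1150 probes positive in at least 1 mouse. The median log2 ratio was 0.51 in the sire and 0.50 in the dam. It was 0.49 in 20mGyX1, 0.48 in 20mGyX2, 0.88 in 20mGyX3, 0.87 in 20mGyX4, 0.90 in 20mGyX5, 0.51 in 20mGyX6 and 0.48 in 20mGyX7. The medians of the 2 arrays of a mouse differed by at most 0.07. After removal of the first principal component across mice, which 20mGyX3 and 20mGyX4 led, the smallest gap between the 3 higher and the 4 lower F1 mice was 0.0340. A loss on chromosome 3 from 25416456 to 25456288 held 144 such probes. Its median was 0.00383 in the sire, 0.0104 in 20mGyX1 and -2.005 in the dam, and in the other F1 mice it lay between -1.99 and -1.91. A loss on chromosome 14 from 61812146 to 61815748 held 12 such probes, with a mean of 0.05 in the sire, 0.00725 in 20mGyX1, -0.45 in the dam and -0.69 to -0.45 in the other F1 mice. It was called in the dam, and 1 of the 13 small de novo deletions, in 20mGyX3 from 61812146 to 61812470, lay inside it, at probes where the dam was at -0.05.

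**Figure D2:**
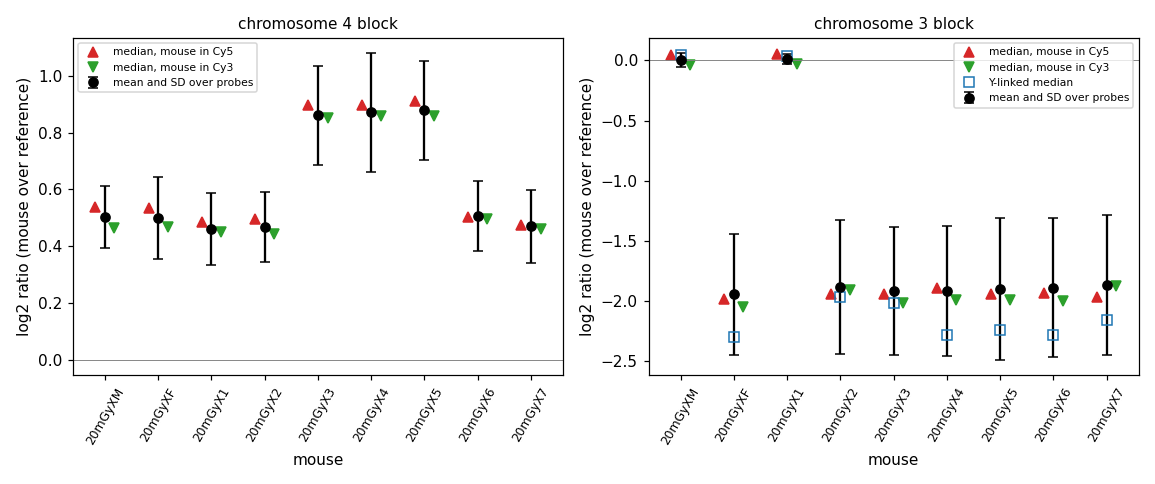
Log2 ratio (mouse over reference) of each mouse in the chromosome 4 and chromosome 3 blocks, with circles and bars for the mean and SD over probes and triangles for the medians of the 2 arrays. Open squares give the Y-linked median, which is low in the same mice as the chromosome 3 block.

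To ask whether changes of 1 parent passed to the offspring, regions of at least 5 positive probes called in exactly 1 parent were counted in the F1 mice. There were 17 such regions, 16 in the dam and 1 in the sire. Of the 14 gains of the dam, 13 were shared by 0 of 7 F1 mice, which gave an adjusted p of 0.0190 each in the exact binomial test. The single region of the sire, 6 probes inside the chromosome 4 block, was shared by 7 of 7 F1 mice (exact binomial test, adjusted p = 0.0190), and the dam, which was not called there, had a mean of 0.56. Both losses of the dam, one of them the chromosome 3 block, were shared by 6 of 7 F1 mice (exact binomial test, adjusted p = 0.125). At the 14 gains, the median over loci was 0.78 in the dam, 0.43 in the sire and 0.03 in the F1 mice. With at least 10 positive probes only 1 region was tested, and 0 passed at either the adjusted or the unadjusted threshold of 0.05. At a threshold of 0.4, where regions were called anew, 4 regions were tested and 2 passed.

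Between F1 mice and parents, limma called 1 of 100110 probes at an adjusted p under 0.05, lower in the F1 mice by 1.04 log2 units, and 5734 probes had an unadjusted p under 0.05. The call was lost with slide as a random block and with scan batch as a fixed block, both of which gave 0 probes in limma, with 1782 and 4494 at an unadjusted p under 0.05. Without the sire the count was 17. Since the parents lay on a slide of their own, slide and parenthood overlap. Between the family and the reference mouse, limma called 1788 probes, 1402 higher and 386 lower in the family. The chromosome 4 block held 1306 of these and the chromosome 3 block 141. In the chromosome 3 block the sire and 20mGyX1 lay at the level of the male reference, with medians of 0.00383 and 0.0104. These 141 probes are therefore no difference shared by the whole family, and the block was low in the same mice as the Y-linked probes. With slide as a random block limma called 1377 probes, of which 1283 were higher and 94 lower, and 26 lay in the chromosome 3 block. The reference was 1 mouse, so its own spread is left out of this test. The alternative that moved the count most, the Cy3 array alone, gave 42578 probes.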

Values the study reported

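For this family the study listed a deletion of 28,507 bp on chromosome 12 of 20mGyX1 and one of 5965 bp on chromosome 14 of 20mGyX2, the latter with 40 positive probes in the second screening. It also listed a deletion of 732 bp on chromosome 4 of 20mGyX7 with 5 positive probes, and a deletion of 191 bp on chromosome 12 of 20mGyX5 with 2 positive probes.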

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

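The removal of the first principal component from the chromosome 3 block was predicted before its result was seen, although this alternative was added after the data were seen, and the other tests in this part were chosen after their results were seen. Of 14 measures examined over the 7 F1 mice, 10 had 1 mouse farther from the rest than Dixon's 95% critical value allows. Chance alone gives about 1 in 20. The named deletions were picked for a single low mouse, so their distance is partly a result of the choice.

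20mGyX1 had 8 de novo deletion regions, against at most 4 in another F1 mouse. All 8 lay in 1 stretch of chromosome 12. Joining regions within 50 kb left 1 deletion, so the count may come from 1 deletion split by the gap rule, against 25 regions in all without joining and 17 with it. No biological explanation was tested.

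20mGyX6 had 8 de novo gain regions, against at most 3 in another F1 mouse. Of these, 7 lay in the chromosome 4 block, where both parents sit near the threshold of 0.5. A candidate explanation is that probes of the parents fell just under the threshold. Over all F1 mice, 13 of 15 gains lay there. Noise shared by a slide stays open. None (0) of the gains was also called in the F1 mouse on the same slide, but at the 7 loci of 20mGyX6 in the block the regions of its slide mate 20mGyX5 also held probes positive in a parent, so 20mGyX5 could not be called de novo there and the count decides nothing. At the locus outside the block, on chromosome 7, 20mGyX5 had a mean of 0.47, under the threshold. However, 1 of the 2 probes there was positive in 20mGyX5, so this locus leaves shared noise open too.

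20mGyX1 also stood apart in its X-linked median of 0.0222, its Y-linked median of 0.0354, its chromosome 3 median of 0.0104 and its chromosome 14 mean of 0.00725. The chromosome 3 block and the Y-linked probes were both low or both not low in 9 of 9 mice. This is consistent with a male-specific sequence that matches the probes, a hypothesis found on the same data. For the chromosome 3 block, a heterozygous loss passed on by the dam is argued against by the depth of the signal. The highest median among the low F1 mice was -1.91, below all named deletions. A wave shared across the genome is argued against there too. After removal of the first principal component the highest median of the low mice was still -1.60. The other loss of the dam tested for transmission, on chromosome 2, parted the same mice. Its mean was 0.07 in the sire, -0.05 in 20mGyX1, -0.92 in the dam and -1.02 to -0.87 in the other F1 mice. At that locus the depth does not argue against a heterozygous loss. The study lists 20mGyX1 as male and 20mGyX2, 20mGyX5 and 20mGyX7 as female. Among these mice the values part along sex, which was not tested, and the labels give no sex for the F1 mice. A wrong label for 20mGyX1 is not needed for these values, but it was not excluded. Its chromosome 4 median of 0.49 sets it apart from 20mGyX3, 20mGyX4 and 20mGyX5 and not from the other F1 mice.

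The carriers of the named deletions stood apart at -0.88 in 20mGyX1, -0.93 in 20mGyX2, -0.92 in 20mGyX7 and -1.05 in 20mGyX5. The carrier array nearest 0 was at -0.83, but positive probes are past the threshold on both arrays by selection, so this value does not test the noise of single arrays. For the 3 deletions of at least 5 probes, noise of single arrays is argued against by the mismatched pairs, which gave 0 deletions of that size in 42 pairs. For the deletion of 2 probes in 20mGyX5 the arrays alone leave it open, with the other mice at 0.00185 ± 0.06 (SD, n = 8). The study lists all of the named deletions among those it also found by quantitative PCR, a measurement not analysed here. A copy lost in the germ line or early embryo may underlie the larger ones, which was not tested.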

How the results depend on the processing

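Joining regions, removing the first principal component and blocking on scan batch were chosen after the data were seen. Of 122 alternative values, 11 used the series table, which holds the same ratios, 20 were at named deletions whose probes had been selected for a low ratio, and 1 was the background filter on the Y-linked probes, which a falling probe fails. These say nothing about stability of direction. Of the other 90, 44 kept their direction and side of the threshold or stayed within 1.5 times the count or 1 SD. Where no cause is given, the cause was not tested.

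At the 4 named deletions the probes were selected for a low ratio in the carrier, so the sign of the difference from the other mice was bound to hold and only its size is informative. The difference ranged from -0.90 to -0.76 in 20mGyX1, -0.98 to -0.75 in 20mGyX2, -0.93 to -0.62 in 20mGyX7 and -1.10 to -0.59 in 20mGyX5. The X-linked difference of dam and sire ranged from 0.87 to 0.98. The Y-linked one ranged from -2.39 to -1.40, the background filter left aside. With that filter, which left 1 Y-linked probe, the Y-linked difference was -0.53.

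The 25 de novo deletion regions became 45 at a threshold of 0.4, 11 and 9 with at least 3 and 5 positive probes, 47 with adjacent probes only, 14 under normexp, 50 under the mean of both arrays, 822 and 116 on the Cy5 and Cy3 arrays alone, 16 with parents within 0.25 of 0 and 16 when private to 1 mouse. The 15 de novo gain regions became 254 at a threshold of 0.8, 3 and 0 with at least 3 and 5 positive probes, 140 with adjacent probes only, 36 under normexp, 470 and 165 on the Cy5 and Cy3 arrays alone, 0 with parents within 0.25 of 0, 1 when private to 1 mouse, 8 after joining and 1 without the first principal component. Without the sire or the dam, deletions numbered 25 and 53 and gains 39 and 40, since fewer parents exclude fewer regions.

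Deletions minus gains per F1 mouse turned from 1.43 to -33.3 at a threshold of 0.8, -13.3 with adjacent probes only, -3.14 under normexp, -7 on the Cy3 arrays alone and -2 without the sire. Without the dam it was 1.86. It passed the exact sign-flip test at 4.86 regions with a threshold of 0.4 (p = 0.0312), 4.86 under the mean of both arrays (p = 0.0312), 50.3 on the Cy5 arrays alone (p = 0.0156) and 2.29 with parents within 0.25 of 0 (p = 0.0156). Over all its alternatives, p lay between 0.0156 and 0.562.

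Transmission calls numbered 14. With at least 10 positive probes 1 region was tested and 0 passed, and at a threshold of 0.4, where regions were called anew, 4 were tested and 2 passed.

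The 1 probe called between F1 mice and parents by limma became 0 under normexp, the filter on dim probes, slide as a random block, the Cy5 arrays alone, the Cy3 arrays alone, loess, scan batch as a fixed block and removal of the first principal component, with 1782 to 6400 probes at an unadjusted p under 0.05. Leaving out 1 parent gave 1 to 17 probes, with 17 without the sire, and the lone dam is then assumed to vary like the F1 mice. The 1788 probes called between the family and the reference became 38993 on the Cy5 arrays and 42578 on the Cy3 arrays alone, which keep the dye bias that the mean of a swap cancels. With slide as a random block the count was 1377, and the probes lower in the family fell from 386 to 94. Leaving out 1 parent gave 1676 to 1771.

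Signal over background limited few probes. Between 98.7% and 99.6% of spots were well above background on each array, and 98576 of the autosomal probes were so on all 18.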

Other observations

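The tests chosen after the result was seen are the slide comparison, the copy number ratios, the level of 20mGyX5 without the first principal component, the transmission, the shared probes and the slide of the parents for the gains of the dam, the variable loci among small deletions, and the mismatched pairs with the named loci left out. Removal of the first principal component was itself an alternative added after the data were seen. The division of the mismatched pairs by slide was also made after the data were seen.

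The chromosome 4 block lay near 0.9 in 20mGyX3, 20mGyX4 and 20mGyX5 and near 0.5 in the parents and the other 4 F1 mice. A slide effect is argued against for 20mGyX5, since 20mGyX5 and 20mGyX6 shared a slide and differed by 0.39. For 20mGyX3 and 20mGyX4, the only mice on slide 3 and in scan batch 2, an effect of slide or batch stays open. For a wave shared across the genome the test was weak. The first principal component held 48.8% of the variance between mice and was led by 20mGyX3 and 20mGyX4, so its removal also takes signal from these 2 mice, and the smallest gap between the levels was then 0.0340. For these mice, wave and copy number cannot be told apart by this test. 20mGyX5 stayed 0.36 above the highest of the other 4, so the wave does not account for that mouse. Levels of 0.585 and 1 would be given by 3 and 4 copies against 2. Transmission from 2 parents with 3 copies each may account for 4 F1 mice at the lower and 3 at the higher level (exact multinomial p = 0.289 against 1 to 2 to 1), although 7 mice have little power to exclude it. These levels were assigned from the same values.

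The dam had 58 private gain regions, while the sire had 0 private gains. Separate copy number changes passed to the offspring are argued against at the gains of at least 5 probes. There 0% of the 98 pairs of gain and F1 mouse had a mean past 0.4. The cut lay just above the highest of these means, 0.3996 in 20mGyX5 on chromosome 3, where the dam was at 0.87. After removal of the first principal component 44 private gains were called anew, and 31 of the 58 shared a probe with one of these. At the 58 regions, which were chosen for a high dam, the median excess of the dam over the median F1 mouse fell from 0.84 to 0.53 ± 0.11 (SD over regions). The component may account for part of the gains, and is argued against as the whole cause at the 31. At 54 of the 58 the sire lay above all 7 F1 mice. Signal shared by the slide of the parents is a candidate explanation, but slide and parenthood cannot be told apart, since no F1 mouse lay on that slide.

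The 13 small de novo deletions outside the 4 named deletions remain uncertain. One of them, in 20mGyX3 on chromosome 14, lies inside the loss called in the dam and may be part of it, although the dam was at -0.05 on its probes. Noise of single arrays is argued against as the whole cause, since mismatched pairs gave 0.346 times as many of them per pair as true pairs gave per mouse. With the small regions at named loci included, as first planned, the ratio was 0.281. All 13 had an SD of the other mice above 0.1 or another F1 mouse past the threshold. Variable probes and inherited variants could both give this and cannot be told apart. Signal shared by a slide stays open too. Mismatched pairs within a slide gave 0 and 0 small deletions for 20mGyX1 with 20mGyX2, and 1 and 3 for 20mGyX3 with 20mGyX4. For 20mGyX5 with 20mGyX6 they gave 2 and 4. The deletions at 64270829 on chromosome 13 and at 86526968 on chromosome 17 were called in both 20mGyX5 and 20mGyX6.

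For the probe that differed between F1 mice and parents, the splits of the 9 mice into 2 and 7 do not exclude chance, since 3 of the 36 gave as many probes, the real split included. The other 2 are not arbitrary, as they follow a slide or sex. The split that set 20mGyX3 and 20mGyX4, the only mice on slide 3 and in scan batch 2, against the rest gave 36149 probes. The split of the sire and 20mGyX1, which the study lists as male, against the rest gave 210 probes, so sex is a further difference that stays open for such splits and was not tested. With slide as a random block limma gave 0 probes for the real split, with 1782 at an unadjusted p under 0.05. After removal of the first principal component 0 probes were called by limma, with 4588 at an unadjusted p under 0.05, but a single call near the threshold cannot show whether a shared wave was its cause.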
